A study of Mus musculus with 6 samples. Its data were reported in "Necroptosis enhances ‘don’t eat me’ signal and induces macrophage extracellular traps to promote pancreatic cancer liver metastasis" (2024).

How the data were processed

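The samples were orthotopic pancreatic tumours grown in C57BL/6 mice from KPC cells, a mouse pancreatic cancer line, which carried either an empty vector (OE-Vector) or an overexpression construct of mouse Mlkl (OE-MLKL). Mlkl encodes the pseudokinase that ruptures the cell membrane in necroptosis. The labels name 6 samples, 3 in each group. Count matrices of 4 libraries were analysed here, namely OE-Vector replicate 1 and OE-MLKL replicates 1, 2 and 3. The matrices of OE-Vector replicates 2 and 3 were not analysed here, and only their barcode and gene lists were read.

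The authors deposited raw UMI counts per gene and barcode, unfiltered and not normalised, made by droplet-based 3' single-cell RNA sequencing. A UMI is a molecular tag that counts each captured transcript once. The deposited count files list 32285 genes, the same list in all 6 samples. Of these gene identifiers, 32158 were found in the GENCODE vM21 annotation of the GRCm38 mouse genome, from which gene positions were taken. The software version in the file headers differs from the one in the methods of the study, and whether intronic reads were counted was not established.

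A barcode was taken as a cell with at least 500 UMIs, more than 200 genes and under 10% mitochondrial UMIs, and cells with over 5% haemoglobin UMIs were removed, which was 1 cell. Doublets were scored per library as the share of simulated doublets among the nearest neighbours of a cell, and the cells with the highest scores were removed at a rate of 0.8% per 1000 cells, 11363 cells in all. The remaining 63182 cells were scaled to 10000 UMIs, log-transformed, reduced to 10 principal components of 2000 variable genes and clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 with 20 neighbours, with no correction between libraries. This gave 23 clusters.

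Clusters with correlated mean profiles were merged into 8 groups by average linkage at a distance of 0.2, and each group was named from markers fixed before the data were examined. A name needed at least 3 markers that were 4-fold above the median of the other clusters and detected in at least 10% of cells. It also needed 1 of its own markers among the 10 leading genes, or at least 50% of its markers raised in a group of usual depth. A group with as many as 3 markers of an unrelated second class at 50% or more of the leading share stayed without a name, and so did a cluster led by another class, with under 3 raised markers, or shallow without a marker of its own. The markers were fixed in advance, but this scoring and the merging distance were set after the clusters had been seen. The 50% condition was added because the cancer-like group was otherwise left without a name under 3 of the alternatives. Cluster 6 was left out of the cancer-like class because a fibroblast marker stood among its 10 leading genes and no cancer marker of the fixed list did. Its leading genes nevertheless included Gm49504, which the study counted among epithelial transcripts. It had also merged with the cancer-like group and had 11 raised cancer markers. It held 126 cells of OE-Vector 1, 1931 of OE-MLKL 1, 1634 of OE-MLKL 2 and 43 of OE-MLKL 3. No cluster was named monocyte-like or endothelial-like.

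UMI counts were summed per library and class, since cells of a tumour are not replicates. Sums were tested with the quasi-likelihood test of edgeR after TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment at 0.05. The comparison set 1 OE-Vector library against 3 OE-MLKL libraries and left 2 residual degrees of freedom, all from the OE-MLKL libraries, so that the lone library is assumed to vary like the OE-MLKL libraries. Gene lists were tested with fry of limma, adjusted over the 7 lists, and the median of each list was placed among 10000 random lists of the same size matched on mean expression. Shares were compared with an exact two-sided permutation test on the absolute difference of means, for which 1 against 3 libraries cannot give a p-value below 0.25. Intervals are exact 95% Poisson or binomial intervals and cover counting error only. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used.

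The tests were tried on simulated data with 200 changed genes, drawn from the means, dispersions and library sizes of each class. The changed genes were taken only from those above a minimum of expected UMIs in the smallest library. Recovery of sparser genes was therefore not measured. For cancer-like cells 53% of these 4-fold and 86% of these 16-fold changes were recovered, with 16135 genes tested. For macrophage-like cells the values were 61% and 98% with 13459 genes tested, and for neutrophil-like cells 53% and 99% with 12820 genes tested. No recovered gene had the wrong sign. Unchanged genes made up 16 of 155, 14 of 173 and 18 of 170 calls in the 3 classes, above a share of 0.05 in each.

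The genes and lists named were fixed before the data were examined, with a rule for further genes: up to 5 with the largest rise and 5 with the largest fall per class among those past the threshold whose OE-Vector value lay outside the OE-MLKL range. The lists were M1, M2, MHC class I, MHC class II, lysosome and extracellular trap genes in macrophage-like cells and epithelial-mesenchymal transition (EMT) genes in cancer-like cells. Alternatives changed the cell filters, doublet removal, clustering, denominators, scaling, gene filter, free RNA and the test, or left out 1 OE-MLKL library. A pair of alternatives was added after the data had been seen, namely keeping cluster 6 in the cancer-like class and leaving out mitochondrial genes, Malat1, Gm42418 and Gm26917.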

Results

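Single-cell transcriptomes of orthotopic pancreatic tumours were compared between 1 library labelled OE-Vector and 3 libraries labelled OE-MLKL. The total depth was 150591289 UMIs for OE-Vector 1, 162204859 for OE-MLKL 1, 169978362 for OE-MLKL 2 and 169932886 for OE-MLKL 3. After filtering, 13489, 15739, 18808 and 15146 cells remained, with median depths of 1649, 4333, 1760.5 and 2158 UMIs per cell. The filter of the study on genes and mitochondrial UMIs alone left 92392 barcodes in these 4 libraries. With a single OE-Vector library, its difference from the OE-MLKL libraries cannot be told from a difference between tumours.

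The targeted gene was examined first. Mlkl (ENSMUSG00000012519) lies on chromosome 8 from 111311797 to 111338177 on the minus strand, and Gm45712 overlaps it on the other strand. In cancer-like cells its level was 15.7 CPM in the library labelled OE-Vector (95% Poisson interval 14.8 to 16.7). The libraries labelled OE-MLKL gave 9.23, 13.5 and 19.3 CPM for replicates 1, 2 and 3, with a mean of 14.0 ± 5.04 (SD, n = 3). The log2 fold change of OE-MLKL over OE-Vector was -0.28 ± 0.36 (SE), with an adjusted p of 1.0 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Over all cells the level was 12.9 CPM in OE-Vector 1 and 11.8 ± 3.57 (SD, n = 3) in the OE-MLKL libraries. Mlkl was therefore not higher in the libraries labelled OE-MLKL, and the labels are quoted as such throughout. Transcripts of the construct are counted under Mlkl only if they end where the annotated gene does, which the files do not show. The alternative that moved it most was leaving out 1 library, with a log2 fold change of -0.46 without OE-MLKL 3 and -0.09 without OE-MLKL 1.

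**Figure D1:**
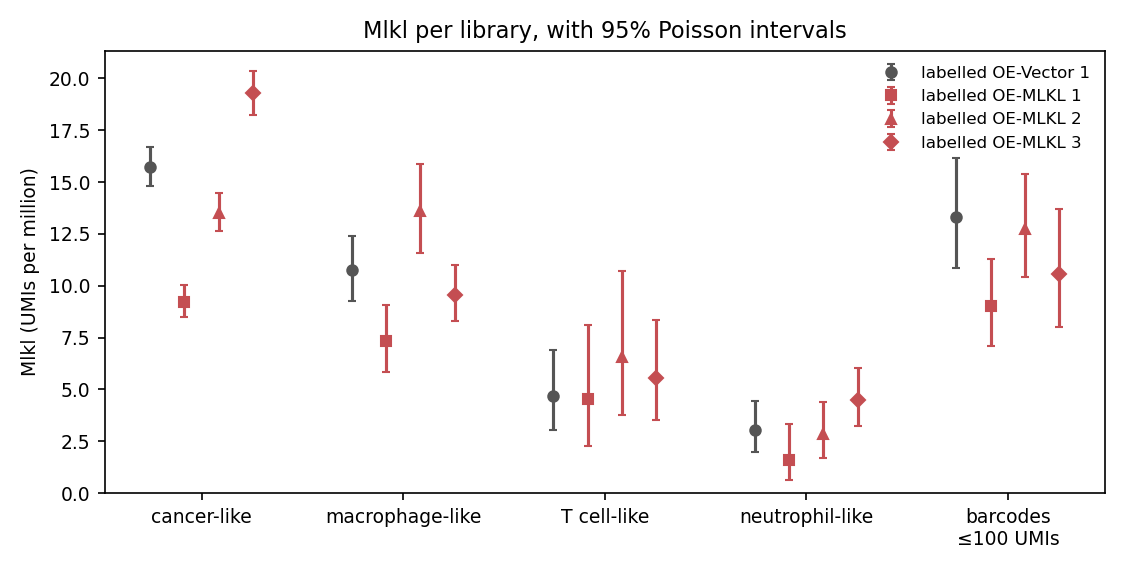
Mlkl level (CPM, vertical axis) in each of the 4 libraries for 4 cell classes and for barcodes with 100 UMIs or fewer, with 95% Poisson intervals as bars. In cancer-like cells the library labelled OE-Vector, at 15.7, sits between OE-MLKL 1 at 9.23 and OE-MLKL 3 at 19.3.

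The share of cancer-like cells with a UMI of Mlkl was 24.2% in OE-Vector 1 and 10.4%, 13.4% and 21.4% in OE-MLKL 1, 2 and 3, at median depths of 21422, 10909, 10410 and 16440.5 UMIs. Thinned to 1000 UMIs per cell, which kept 2528 of 3049, 4568 of 4907, 4931 of 5555 and 3437 of 4318 cells, the shares were 1.62%, 0.832%, 1.05% and 1.45%. In neutrophil-like cells, at median depths of 1172, 721, 746 and 1356 UMIs, the thinned shares were 0.308%, 0.1004%, 0.371% and 0.463% over the 4874, 996, 1347 and 5826 cells deep enough. In macrophage-like cells they were 0.655%, 0.873%, 1.44% and 1.02%, and in T cell-like cells 0.185%, 0.717%, 0.441% and 0.295%. These came from a single random draw. It covered 1985, 2520, 2298 and 2835 macrophage-like cells and 1082, 558, 680 and 1018 T cell-like cells. OE-Vector 1 thus had the lowest thinned share in both these classes, though on too few cells with a UMI for a ranking. Its Mlkl level in CPM lay within the OE-MLKL range in both. It was 10.8 within 7.33 to 13.6 in macrophage-like cells and 4.69 within 4.52 to 6.59 in T cell-like cells. Barcodes with 100 UMIs or fewer, which hold mostly free RNA, gave 13.3, 9.004, 12.7 and 10.6 CPM of Mlkl.

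The next comparison asked whether the makeup of the tumours differed. Macrophage-like cells made up 14.9% of OE-Vector 1 (95% exact binomial interval 14.3 to 15.5) and 15.7% ± 3.26 (SD, n = 3) of the libraries labelled OE-MLKL, and the OE-Vector value lay within their range of 12.3% to 18.8% (exact permutation p = 0.75). Cancer-like cells made up 22.6% of OE-Vector 1 (21.9 to 23.3) and 29.7% ± 1.35 (SD, n = 3), a difference of 7.14 percentage points (exact permutation p = 0.25, the smallest possible). This difference depended on the processing: with cluster 6 kept in the class it was 13.3 points, and it was 22.8 points with at least 1000 UMIs and 500 genes per cell. With cluster 6 kept, the shares were 23.5% in OE-Vector 1 and 36.8% ± 7.43 (SD, n = 3), in a range of 28.8% to 43.4%. The small spread of 1.35 thus rested on leaving that cluster out. Neutrophil-like cells made up 50.4% of OE-Vector 1 (49.6 to 51.3) and 40.6% ± 5.40 (SD, n = 3), which was outside the OE-MLKL range (exact permutation p = 0.5). T cell-like cells made up 8.18% and 4.76% ± 1.75 (SD, n = 3), dendritic cell-like cells 1.99% and 0.946% ± 0.582 (SD, n = 3), and B cell-like cells 0.979% and 0.417% ± 0.164 (SD, n = 3), all with an exact permutation p of 0.25. The dendritic cell-like difference of -1.04 points moved by more than the spread between the OE-MLKL libraries under 9 of 14 alternatives and was -0.0055 with at least 1000 UMIs and 500 genes per cell. Cluster 22, with fibroblast and mesothelial genes and no name, had 0 of 13489 cells in OE-Vector 1, which allows a share of up to 0.0222%, and 128, 71 and 66 cells in OE-MLKL 1, 2 and 3.

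**Figure D2:**
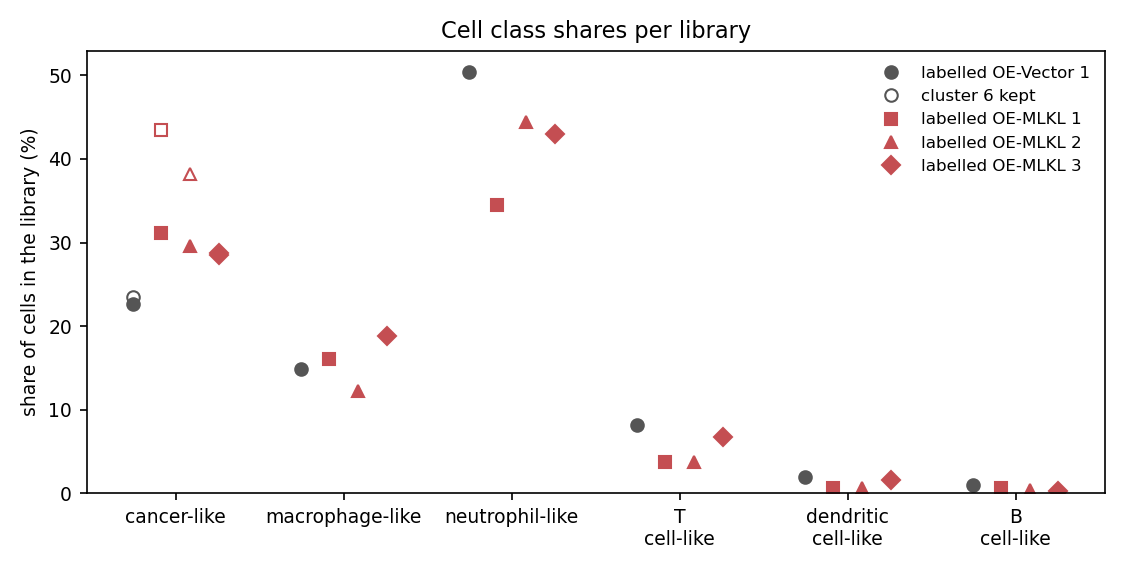
Share of cells (percent, vertical axis) of 6 cell classes in each of the 4 libraries, with open symbols for the cancer-like class when cluster 6 is kept. Macrophage-like cells of the library labelled OE-Vector, at 14.9%, lie within the OE-MLKL range of 12.3% to 18.8%.

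Genes that differed between the labelled groups were sought in the 3 abundant classes. In cancer-like cells 0 of 16419 genes passed an adjusted p of 0.05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 694 had an unadjusted p under 0.05, DESeq2 called 71 and limma-voom 0. In macrophage-like cells edgeR called 3 of 13654 genes, all lower in the libraries labelled OE-MLKL, with 851 at an unadjusted p under 0.05, against 80 by DESeq2 and 0 by limma-voom. In neutrophil-like cells edgeR called 1 of 12991 genes, also lower, with 1057 at an unadjusted p under 0.05, against 93 by DESeq2 and 0 by limma-voom. The DESeq2 calls lay in both directions in each class, with more genes lower than higher in the libraries labelled OE-MLKL. The same held for the edgeR calls without OE-MLKL 3. The edgeR counts rested on single libraries. Without OE-MLKL 3 they were 484, 607 and 1228, without OE-MLKL 1 they were 76, 124 and 0, and without OE-MLKL 2 they were 3, 0 and 5. The OE-Vector value lay outside the OE-MLKL range for 48.0%, 53.7% and 56.5% of genes in the 3 classes, where chance gives 50%.

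The 4 called genes were examined singly, with adjusted p by the edgeR quasi-likelihood test after Benjamini-Hochberg adjustment. In macrophage-like cells Cxcl3 (ENSMUSG00000029379; chromosome 5, 90786103 to 90789600, plus strand) had 98.5 CPM in the library labelled OE-Vector and 10.9 ± 0.473 (SD, n = 3) in those labelled OE-MLKL, a log2 fold change of -3.26 ± 0.24 (SE), with an edgeR Benjamini-Hochberg adjusted p of 0.0276. Tnfrsf9 (ENSMUSG00000028965; chromosome 4, 150914562 to 150946102, plus strand, with Camta1 on the other strand) had 52.4 and 4.43 ± 1.15 CPM (SD, n = 3), a log2 fold change of -3.66 ± 0.30 (SE) and an edgeR Benjamini-Hochberg adjusted p of 0.0335. Apol7c (ENSMUSG00000044309; chromosome 15, 77524852 to 77533316, minus strand) had 17.02 and 0.194 ± 0.0952 CPM (SD, n = 3), a log2 fold change of -6.46 ± 0.48 (SE) and an edgeR Benjamini-Hochberg adjusted p of 0.0276. Its UMI counts in OE-MLKL 1, 2 and 3 were 3, 1 and 5, so that the ratio of OE-Vector to the pooled OE-MLKL libraries was 83.7 with an exact 95% counting interval of 43.5 to 184.8. In neutrophil-like cells Gdf15 (ENSMUSG00000038508; chromosome 8, 70629393 to 70632456, minus strand) had 71.7 and 5.61 ± 0.390 CPM (SD, n = 3), a log2 fold change of -3.86 ± 0.27 (SE) and an edgeR Benjamini-Hochberg adjusted p of 0.0458. All were lower in 3 of 3 libraries labelled OE-MLKL. None of the 3 macrophage genes was called without OE-MLKL 2, and Gdf15 was not called without OE-MLKL 1. Over their alternatives the log2 fold change ran from -5.36 to -1.83 for Cxcl3, from -3.999 to -3.44 for Tnfrsf9, from -6.65 to -6.18 for Apol7c and from -7.29 to -3.66 for Gdf15. The largest adjusted p over these alternatives, which include edgeR, DESeq2 and limma-voom with Benjamini-Hochberg adjustment, were 0.520, 0.190, 0.127 and 0.758.

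Macrophage polarisation was addressed with an M1 and an M2 list. The median log2 fold change of the 13 M1 genes was -0.12, at percentile 20.8 of 10000 matched random lists, with a Benjamini-Hochberg adjusted p of 0.444 over the 7 lists by fry of limma. The 12 M2 genes had a median of -0.22, at percentile 10.4, with an adjusted p of 0.437 by fry, and a median of -0.57 without OE-MLKL 3 and -0.08 without OE-MLKL 1. Neither list passed 0.05. The M1 median moved most without OE-MLKL 3, to -0.46, and it was 0.012 with scaling by library size alone. Adjusted over the list alone, edgeR called 1 M1 gene, Nos2, with a log2 fold change of -2.64 ± 0.29 (SE), and 2 M2 genes, Ccl24 at -3.73 ± 0.59 (SE) and Mgl2 at -3.13 ± 0.69 (SE); over all genes none was called. H2-Aa had 2072 CPM in OE-Vector 1 and 2102 ± 954 (SD, n = 3) in the OE-MLKL libraries, a log2 fold change of -0.09 ± 0.49 (SE). The means and the fitted fold change of H2-Aa differ in sign, so that no direction is drawn.

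Antigen presentation, lysosome and extracellular trap genes were compared in the same cells. The 10 MHC class I genes were all lower in the libraries labelled OE-MLKL, with a median log2 fold change of -0.56 at percentile 0.10 of the random lists and a Benjamini-Hochberg adjusted p of 0.141 over the 7 lists by fry of limma. The 10 MHC class II genes had a median of -0.30 (percentile 4.1, adjusted p of 0.639 by fry), and the 16 lysosome genes had a median of -0.32 (percentile 1.19, adjusted p of 0.141 by fry). Without OE-MLKL 3 the lysosome median was -0.20 and the MHC class II median -0.80, and the latter was 0.012 without OE-MLKL 1. The 5 tested genes of the 7 in the extracellular trap list had a median of -1.49, below all random lists, with an adjusted p of 0.141 by fry. Adjusted over the list alone, edgeR called 1 of them, Mmp12, at -3.34 ± 0.58 (SE), and over all genes none. For the MHC class I, MHC class II and lysosome lists it called 0 genes either way, with smallest unadjusted p of 0.00632, 0.299 and 0.0227.

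**Figure D3:**
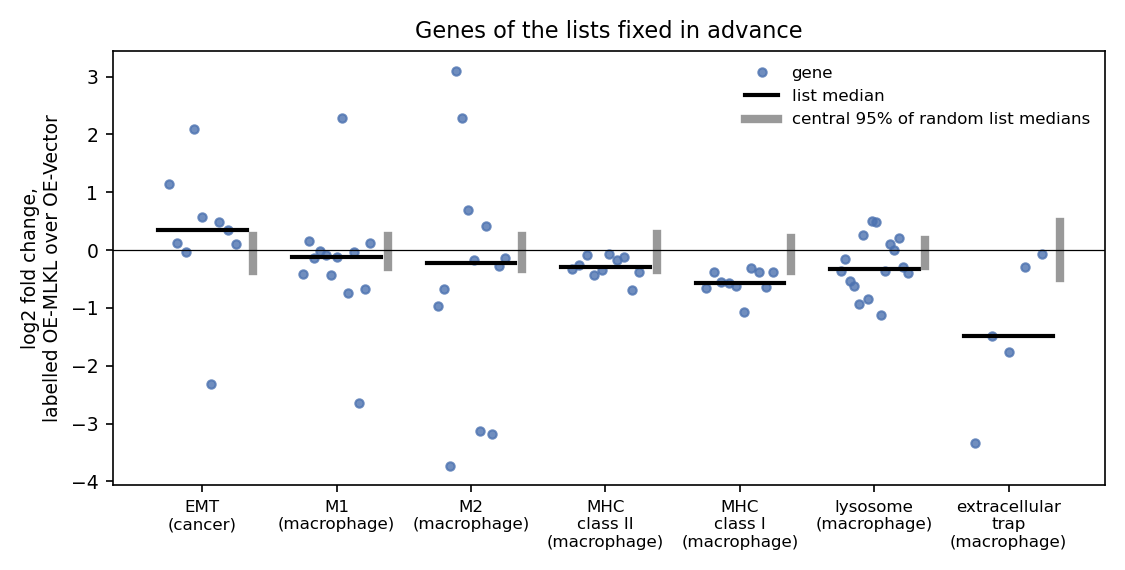
Log2 fold change of the libraries labelled OE-MLKL over the library labelled OE-Vector (vertical axis) for the tested genes of 7 lists, with black lines for list medians and grey bars for the central 95% of medians of random lists. All MHC class I genes lie below 0, with a median of -0.56, while EMT genes in cancer-like cells have a median of 0.34.

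The signal that protects cancer cells from phagocytosis was read from Cd47 and Cd24a in cancer-like cells and Sirpa and Siglecg in macrophage-like cells. Cd47 (ENSMUSG00000055447; chromosome 16, 49800533 to 49915010, plus strand) had 477 CPM in OE-Vector 1 and 488 ± 54.5 (SD, n = 3) in the OE-MLKL libraries, a log2 fold change of -0.05 ± 0.33 (SE), whose sign changed with scaling by library size alone. Cd24a differed by -0.06 ± 0.31 (SE), with the same change of sign, and Sirpa by -0.24 ± 0.31 (SE). These 3 genes had unadjusted p of at least 0.466 and an edgeR Benjamini-Hochberg adjusted p of at least 0.917. Siglecg was under 1 CPM in every library and was not tested. Thinned to 1000 UMIs, 35.6% of cancer-like cells of OE-Vector 1 had a UMI of Cd47, against 36.7%, 37.1% and 38.2% in OE-MLKL 1, 2 and 3. The shares before thinning were 77.1%, 89.9%, 85.1% and 73.6%. Neutrophil-like cells, which also carry Cd47, had thinned shares of 25.2%, 53.2%, 40.8% and 29.2%.

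EMT was read from a list of 10 genes, of which 9 were tested. Fn1 (ENSMUSG00000026193; chromosome 1, 71585520 to 71653200, minus strand, with Apol7d on the other strand) had 1658 CPM in OE-Vector 1 and 1949 ± 651 (SD, n = 3) in the libraries labelled OE-MLKL, a log2 fold change of 0.12 ± 0.44 (SE), which was -0.06 without OE-MLKL 3. The list had a median of 0.34 with 7 of 9 genes higher, at percentile 99.4, with a Benjamini-Hochberg adjusted p of 0.141 over the 7 lists by fry of limma. Without OE-MLKL 3 the median was 0.19 with 5 of 9 genes higher. The list passed 0.05 under 3 alternatives, with an adjusted p by fry of 0.0358 when a mean of 20 UMIs was required, in a range of 0.0358 to 0.808 over its alternatives. Those 3 alternatives tested a shorter list of 8 genes, with list means of 0.605 to 0.615 against 0.280 for the 9 genes. When a mean of 20 UMIs was required, the gene dropped was Twist1. It had the largest fall of the list, at -2.32 ± 1.32 (SE), on 18, 5, 0 and 6 UMIs in OE-Vector 1 and OE-MLKL 1, 2 and 3. Adjusted over the list alone, edgeR called 0 of the 9, with a smallest unadjusted p of 0.0713. The epithelial genes Cdh1, Epcam and Krt19 differed by -0.26 ± 0.46, 0.03 ± 0.98 and 0.17 ± 0.55 (SE), and the signs of Epcam and Krt19 changed under some alternatives.

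Chemokine and adhesion genes gave no call. Of the 9 tests, which include Il6 in both cancer-like and macrophage-like cells, 8 were lower in the libraries labelled OE-MLKL, with log2 fold changes from -1.40 for Cxcl15 to 0.27 for Cxcl2, and edgeR called 0 adjusted over the list alone and 0 over all genes, with a smallest unadjusted p of 0.0308. The signs of Cxcl2, Cxcl5 and macrophage Il6 changed when 1 OE-MLKL library was left out. Without OE-MLKL 3, Cxcl15 at -1.90 and Ccl5 at -2.05 were called over all genes by edgeR with Benjamini-Hochberg adjustment. Csf2 was too low to test. The necroptosis genes Ripk1, Ripk3, Zbp1 and Casp8 differed by 0.23 ± 0.29, -1.03 ± 0.56, -1.71 ± 0.61 and -0.45 ± 0.26 (SE). EdgeR called 0 of these 4 adjusted over the list alone and 0 over all genes, with a smallest unadjusted p of 0.0290 for Zbp1. Without OE-MLKL 3 the log2 fold change of Zbp1 was -2.23, in a fit with the same limit.

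Kdr, which encodes a receptor for vascular endothelial growth factor, was compared over all cells, since no cluster was named endothelial-like. It had 36 UMIs in OE-Vector 1, or 0.348 CPM (95% Poisson interval 0.244 to 0.482), and 163, 25 and 155 UMIs in OE-MLKL 1, 2 and 3, or 1.502, 0.235 and 1.45 CPM. The OE-Vector value lay within the range of the OE-MLKL libraries. With doublets kept, 50, 25, 56 and 39 cells of OE-Vector 1 and OE-MLKL 1, 2 and 3 were named endothelial-like, with 325.7, 263.6, 494.8 and 553.8 CPM of Kdr. The log2 fold change there was 0.38, with an adjusted p of 0.997 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Over all cells Kdr was higher than in OE-Vector 1 in OE-MLKL 1 and 3, and in these endothelial-like cells in OE-MLKL 2 and 3, so that no direction is drawn. The endothelial-like cells named with doublets kept held 237, 43, 180 and 285 UMIs of Kdr, more than all cells had after doublet removal in OE-Vector 1, OE-MLKL 2 and OE-MLKL 3, so that the levels over all cells depend on that filter. With at least 1000 UMIs and 500 genes per cell, 1, 24, 56 and 2 cells were named endothelial-like, with 0, 36, 178 and 4 UMIs of Kdr, too few in OE-Vector 1 for a comparison.

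**Figure D4:**
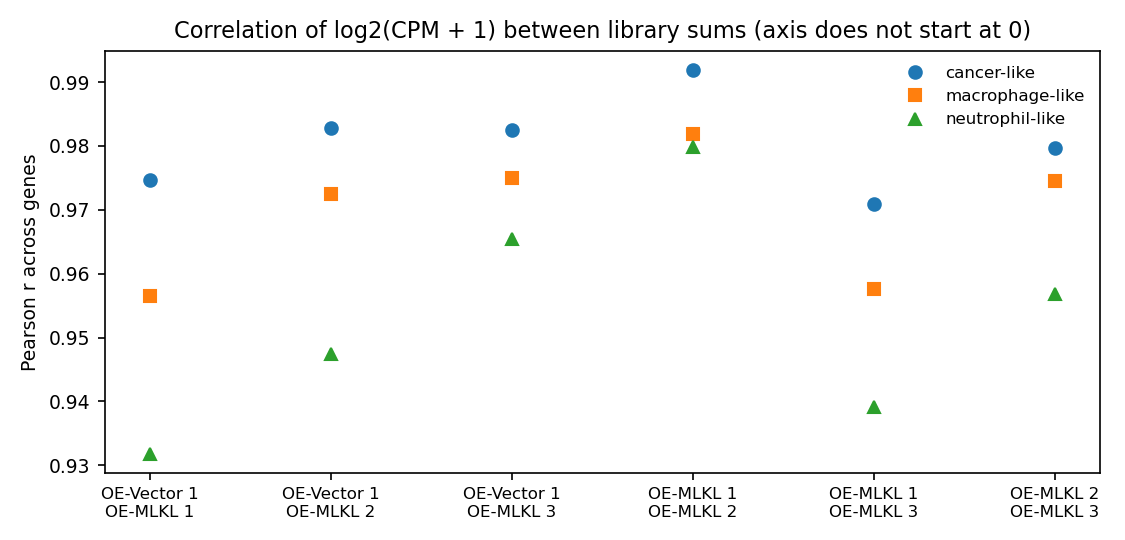
Pearson correlation across genes of log2(CPM + 1) between pairs of libraries (vertical axis, not starting at 0) for 3 cell classes. The pair OE-MLKL 1 and OE-MLKL 2 is the closest in each class, at 0.992, 0.982 and 0.980.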

Values the study reported

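The study reported 115,691 single cells from the 6 tumours, grouped into 28 clusters.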

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

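The test of chance listing of barcodes was chosen only after the result was seen.

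Signal appeared in barcode lists that no comparison used. Of the barcodes with at least 500 UMIs and more than 200 genes in the 4 analysed libraries, taken before the mitochondrial and doublet filters, 99.2% stood in the barcode list of OE-Vector 2 and 97.5% in that of OE-Vector 3. Chance listing is argued against, since the lowest share over the 4 libraries was 96.2%, while 57.7% to 65.9% of all their barcodes were listed. Exchange of molecules between libraries of a shared run remains open and is in line with a test on the 4 matrices: in 12 of 12 ordered pairs, UMIs found under a barcode that was a neutrophil-like cell elsewhere held a higher share of S100a8 and S100a9 than those under a barcode of a cancer-like cell elsewhere. No biological explanation was tested.

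The group difference was unlike between some cell classes. By an interaction term in the edgeR quasi-likelihood test, 7 of 16689 genes differed in their group effect between cancer-like and neutrophil-like cells, and 4 of 14200 between macrophage-like and neutrophil-like cells. Between cancer-like and macrophage-like cells the same edgeR test called 0 of 16675 genes, with 866 at an unadjusted p under 0.05 and no other tool run, and 494 were called without OE-MLKL 3. Without OE-MLKL 3 the counts of 7 and 4 were 1552 and 1417, without OE-MLKL 1 they were 126 and 4, and without OE-MLKL 2 they were 117 and 2. RNA from other cells in the droplets may account for the calls, since 0 of the 7 and 0 of the 4 were called after the ambient profile was subtracted. The same subtraction lowered the genes at an unadjusted p under 0.05 from 1311 to 814 and from 1071 to 650, so that a loss of power is also open. Only 1 of the 4 choices of the lone library, the real one, gave as many genes in each case, and 4 choices are too few to exclude chance. A biological difference between the labelled groups stays open and untested.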

How the results depend on the processing

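Keeping clusters led by another class and leaving out abundant genes were chosen after the data had been seen; the other alternatives were set before the data were examined. Of all alternatives, 679 kept the direction and the side of the threshold or stayed within the spread. The others were 59 that moved, 16 of single genes or lists that changed sign, 23 that no longer passed the threshold and 6 that newly passed it. A share difference that changed sign within the spread was counted among the 679. No paired analysis was possible because only replicate number 1 was shared by libraries of both groups that were analysed. Macrophage-like and monocyte-like cells together equalled the macrophage-like class, since no cluster was named monocyte-like. The lists were not run under DESeq2. The cause of the changes below was not tested unless stated.

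Mlkl kept its negative sign under all 21 alternatives, from -0.46 to -0.09. Scaling by library size alone moved the median log2 fold change of all genes to 0.12, 0.14 and 0.23 in cancer-like, macrophage-like and neutrophil-like cells.

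The macrophage-like difference was 0.849 points in the main analysis. It ran from -3.47 among cells other than neutrophil-like to 3.15 among cells other than cancer-like. The difference was also negative with no UMI minimum, under the test against the ambient profile, with doublets kept and with no haemoglobin filter. The same held at resolution 0.5, with 30 principal components and without OE-MLKL 3. Under the remaining alternatives it was positive, so that no direction is drawn. Of its alternatives, only the -3.47 moved by more than the spread between the OE-MLKL libraries. Without OE-MLKL 2 the macrophage-like difference was 2.56, and without OE-MLKL 3 it was -0.681. The cancer-like difference was 22.8 with 1000 UMIs and 500 genes, 13.1 with a mitochondrial limit of 20%, 14.7 with doublets kept, 13.7 with no haemoglobin filter, 13.8 at resolution 0.5, 13.8 with 30 principal components, 13.3 with clusters led by another class kept and 4.63 among cells other than neutrophil-like. The dendritic cell-like difference moved under 9 of 14 alternatives, in a range of -2.39 to -0.0055. The neutrophil-like difference was -22.3 with 1000 UMIs and 500 genes. The T cell-like difference moved from -3.43 to -8.40 among cells other than neutrophil-like. The B cell-like difference moved from -0.561 to -1.28 among the same cells, to -0.869 with 1000 UMIs and 500 genes and to -0.737 with a mitochondrial limit of 20%.

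In cancer-like cells 1 gene was called with no UMI minimum, 1000 UMIs and 500 genes, a mitochondrial limit of 20%, the test against the ambient profile, resolution 0.5, resolution 2, 30 principal components or clusters led by another class kept, 71 with DESeq2 and 5 with no filter beyond 1 UMI. In macrophage-like cells 5 were called with no UMI minimum and with 1000 UMIs and 500 genes, 0 with doublets kept, 80 with DESeq2, 13 with no filter beyond 1 UMI, 0 with a mean of 20 or more UMIs, 1 with the ambient profile subtracted and 0 with limma-voom. In neutrophil-like cells 0 were called with a mitochondrial limit of 20%, doublets kept, library size alone, a mean of 20 or more UMIs, the ambient profile subtracted or limma-voom, 93 with DESeq2 and 47 with no filter beyond 1 UMI. Leaving out 1 OE-MLKL library gave 3 to 484, 0 to 607 and 0 to 1228 genes, the highest each time without OE-MLKL 3, in fits that assume the lone library to vary like the others.

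The EMT list had a median of 0.41 and an adjusted fry p of 0.0431 with no UMI minimum, 0.42 and 0.0496 under the test against the ambient profile, and 0.42 and 0.0358 with a mean of 20 or more UMIs, in a range of 0.0358 to 0.808 over its alternatives.

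With library size alone the M1 list changed sign to 0.012, Cd47 to 0.034 and Cd24a to 0.019. Epcam was -0.0039 at resolution 0.5, -0.0085 with clusters led by another class kept and -0.33 with limma-voom, and Krt19 was -0.22 with no UMI minimum. Over fits that left out 1 library, the MHC class II list ran from -0.80 to 0.012, Fn1 from -0.064 to 0.23, Epcam from -1.12 to 0.44, Krt19 from -0.029 to 0.51, Cxcl2 from -0.10 to 0.48, Cxcl5 from -0.51 to 0.16 and Il6 in macrophage-like cells from -0.46 to 0.17.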

Other observations

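The tests of exchanged labels, of free RNA hiding a rise of Mlkl, of separate runs, of depth per cell, of free RNA alike in all cell types and of the choice of the lone library for the numbers of genes called were chosen only after the result was seen, as was the summary of interferon-induced genes.

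Over the 4 libraries analysed here the cells numbered 63182 in 23 clusters. The values quoted from the study above cover 6 tumours, so the denominators differ.

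Mlkl was not higher in cancer-like cells or over all cells of the libraries labelled OE-MLKL. Free RNA alike in all cell types is argued against as the source of its UMIs, since cancer-like cells had at least 4.30 times the CPM of neutrophil-like cells in each of the 4 libraries, beyond both counting intervals. The log2 fold change of Mlkl was -0.28 before and after the ambient profile was subtracted, while that of Ccl2 moved from -0.42 to -2.24. This does not decide whether RNA from other cells contributed. In OE-Vector 1, OE-MLKL 1 and OE-MLKL 2 the Mlkl levels of cancer-like cells and of barcodes with few UMIs had overlapping counting intervals. Subtraction could therefore hardly move Mlkl there. Only in OE-MLKL 3 was Mlkl higher in cancer-like cells beyond both intervals, at 19.3 against 10.6 CPM. The profile was estimated at 5.42% to 8.61% of the UMIs of cancer-like cells. The lowest ratio of the Mlkl level in cancer-like cells to that in barcodes with few UMIs was 1.03, which does not measure the share of free RNA. Within libraries Mlkl was higher in the 10% of cancer-like cells with the highest interferon score than in the others, by a ratio of at least 1.95 in 4 of 4 libraries (largest p 6.2e-09 by an exact binomial test over UMIs, which are not replicates). Whether this accounts for differences between libraries stays open, since their order did not follow it. OE-Vector 1 had a higher mean of interferon-induced genes in cancer-like cells than OE-MLKL 3, 5.35 against 4.86, with less Mlkl, 15.7 against 19.3 CPM. In macrophage-like cells OE-MLKL 2 had the lowest mean, 4.22, and the highest Mlkl, 13.6 CPM. Exchanged labels of OE-Vector 1 and OE-MLKL 3 cannot be told apart from the labels as given: OE-MLKL 3 had the highest level, 19.3 CPM, but a construct without the annotated transcript end would leave no trace in the counts.

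OE-MLKL 1 and OE-MLKL 2 were more alike than either was to OE-MLKL 3. In neutrophil-like cells the correlation across genes was 0.980 between OE-MLKL 1 and 2 and 0.939 between OE-MLKL 1 and 3, and genes are not independent replicates. It was 0.957 between OE-MLKL 2 and 3 and 0.965 between OE-MLKL 3 and OE-Vector 1, so that OE-MLKL 3 was closer to the library labelled OE-Vector than to the other libraries of its own label. The same order held in the other classes compared. In cancer-like cells OE-MLKL 3 had 0.983 with OE-Vector 1, 0.980 with OE-MLKL 2 and 0.971 with OE-MLKL 1. In macrophage-like cells these were 0.9750, 0.9745 and 0.958, the first by a small margin. Of the neutrophil-like clusters, cluster 2 held 6, 3135, 3451 and 22 cells of OE-Vector 1 and OE-MLKL 1, 2 and 3. Cluster 12 held 1380, 1, 6 and 1519. In neutrophil-like cells free RNA is argued against, since 147% of the gap between 0.980 and 0.939 was left after the ambient profile was subtracted. Depth per cell is argued against, since 108% of the gap was left among neutrophil-like cells of 500 to 1000 UMIs with sums thinned to the same total, although their median depths of 672, 707 and 906.5 UMIs in OE-MLKL 1, 2 and 3 still differed. Thinning the sums of all cells left 102% but hardly moved the correlations, to 0.978 and 0.937, so that it decided nothing. For separate sequencing runs, barcodes of deep cells were looked up in the other library of each pair with OE-MLKL 3. They had a median of 18 to 41 UMIs there, at least 0.135% of their UMI number, where random barcodes had a median of 1. This argues against separate runs only if those UMIs were exchanged within a run, which remains open. The hour of collection and glucocorticoid exposure stay open. Of the 4 cell types, 0 had the order the hour of collection needs in both clock lists, and 2 had the order glucocorticoid exposure needs, but the lists hold few genes and no spread was available. Other differences between the tumours were not tested.

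The numbers of genes called in the 3 classes were compared with other choices of the lone library. As many genes came from 1 of the 4 choices in macrophage-like cells and from 1 of 4 in neutrophil-like cells, the real one, and 4 choices are too few to exclude chance. In cancer-like cells the real choice called 0 genes, so that 4 of 4 choices gave as many by construction. At an unadjusted p under 0.05 the real choice was not the most extreme in 2 of the classes: OE-MLKL 1 and OE-MLKL 3 as the lone library gave 883 and 2080 genes in cancer-like cells against 694, and OE-MLKL 1 gave 1060 in macrophage-like cells against 851. In neutrophil-like cells the other choices gave 637, 124 and 585 against 1057.

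The mean log2(CPM + 1) of 10 interferon-induced genes was 5.35 in cancer-like cells of the library labelled OE-Vector and 4.38, 4.49 and 4.86 in OE-MLKL 1, 2 and 3. In neutrophil-like cells it was 7.41 against 4.61, 4.90 and 6.33. The library labelled OE-Vector was the highest also in macrophage-like and T cell-like cells. The list was written after interferon genes had been seen to differ between libraries.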
